A study of Mus musculus with 2 samples.

How the data were processed

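Whole uteri of female mice aged 6 months were dissociated enzymatically, freed of red cells and strained to single cells, per the labels' protocols, and profiled by droplet-based single-cell RNA sequencing of transcript 3-prime ends. The control group carried floxed alleles of Prickle1, and the conditional knockout (cKO) group carried the same alleles together with a Cre recombinase expressed from the Ltf locus. Each group was 1 library made from a pool of 3 mice, so there were no replicates. Groups were taken from the sample titles. A separate genotype entry calls both samples wild-type, which differs from the titles, and the group names used here are those of the titles. With 1 library per group, genotype, animals, dissociation and library preparation cannot be told apart.

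The deposited values were raw counts of unique molecular identifiers (UMIs) per gene and barcode, written by Cell Ranger 4 per the file headers. The genome build, annotation and aligner settings were not stated. The matrices were unfiltered: they listed 1214689 barcodes for control and 1359477 for cKO, of which 742332 and 822736 held at least 1 UMI. The total was 45035801 UMIs in control and 57145553 in cKO, over 32285 listed genes. Of these gene identifiers, 32158 (99.61%) were found in GENCODE release M21 on GRCm38, which was used only to locate the genes named with coordinates.

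Barcodes with at least 500 detected genes and at most 20% mitochondrial UMIs were taken as cells. Of 3936 control and 4996 cKO barcodes with enough genes, 283 (7.19%) and 46 (0.921%) exceeded the mitochondrial limit. Doublets were scored per library against simulated doublets (2 per cell, assumed rate 0.06) in the manner of Scrublet. The automatic threshold was 0.531 in control, where it marked 3 cells, and 0.256 in cKO, where it marked 65. A common score limit of 0.25 was therefore used, chosen after these values were seen, and it removed 17 control cells (0.465%) and 65 cKO cells (1.31%). This left 3636 control and 4885 cKO cells holding 82.9% and 90.1% of all UMIs.

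Both libraries were clustered together without integration, with counts scaled to 10000 per cell, 2000 variable genes, 30 principal components, 20 neighbours and Leiden resolution 1. Clusters were named only from marker lists fixed before the data were examined. The scoring rule was set afterwards: a marker counted at 2-fold enrichment and detection in at least 10% of cells, and at least 3 markers were needed. A cluster stayed unnamed if its 10 leading genes went against the name. It also stayed unnamed if its median UMI count was under 0.333 of its library's median with no marker of that name among the leading genes. Of 24 clusters, 22 were named, falling into 10 classes, each called "-like". Names rebuilt in this way can differ from those of the study. The epithelial-like class, at which the deletion is aimed, was compared whatever its size (63 cKO cells), together with the 5 other classes that had at least 100 cells in each library.

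Within each class the counts of all cells were summed per library and expressed as CPM of the class total. Log2 ratios of lists, and of genes other than Prickle1 under alternatives, carry a pseudocount of 0.5 UMI. Ratios of cKO to control CPM have exact conditional binomial 95% intervals, CPM values exact Poisson intervals and shares of cells exact (Clopper-Pearson) binomial intervals. All of them cover counting error only. A count of 0 was treated as allowing up to 3 counts, and a fold against 0 is given as a lower bound on that basis. Such bounds are larger than the 95% interval limits given for other genes and are not comparable with them. For Ifit3 in epithelial-like cells the interval limit was 133-fold, against the bound of 164-fold. No p-value or count of changed genes is given, because cells are not replicates. Genes were named by a rule fixed before the data were examined: the 8 largest rises and 8 largest falls in epithelial-like cells, and 3 of each in the other compared classes. They were ranked by the interval limit nearer to 1, among genes with at least 50 UMIs in the higher library and a CPM there not under that of cell-free barcodes. Mitochondrial, ribosomal protein, haemoglobin, immunoglobulin and unnamed predicted genes were left out. How many cells carry each named gene was checked after the values were seen.

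Cell-free RNA was profiled from barcodes with at most 100 UMIs, 730412 in control and 812108 in cKO. Shares of cells with a UMI were computed after thinning each cell to 1000 UMIs. For 11 gene lists fixed in advance, the median log2 ratio of genes with at least 10 UMIs was placed among 10000 random lists of equal size matched on expression. A list was called when it fell outside the central 95% of them. The lists cover planar cell polarity, canonical Wnt targets, REST and its targets, epithelial junctions and keratins, mesenchymal genes, oestrogen response, progesterone response, gland function and receptivity, proliferation, dissociation stress, and inflammation. A list of 35 interferon-response genes, the gene Gt(ROSA)26Sor, and the median absolute log2 ratio over genes with at least 200 UMIs were chosen after the data were seen.

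The interval code was tested on simulated data for the epithelial-like comparison, with 200 of 7652 genes changed, and the interval held the true ratio for 96% of changed and 95.5% of unchanged genes. The list code was tested over 13941 genes, where 5% of 200 unchanged lists fell outside the central 95%. A total of 13 alternatives were fixed in advance: other gene minimums (300 and 1000), a 10% mitochondrial limit, doublets kept, resolutions 0.5 and 2, each library clustered on its own, trimmed mean of M values (TMM) scaling, subtraction of cell-free RNA, averaging of cells, thinning, and list minimums of 30 UMIs and 1 UMI. A further 3 were added after the data were seen: epithelial-like cells left out of the denominator, only the epithelial cluster with the most cKO cells, and the automatic doublet threshold. The contamination share used for the subtraction was 5.53% in control and 3.00% in cKO. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scikit-image 0.26.0, leidenalg 0.10.2 and igraph 0.11.9.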

Results

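Cells of whole uteri from 6-month-old mice were profiled to compare females with a floxed Prickle1 gene (control) with females in which an Ltf-driven Cre was added to delete it (cKO). Prickle1 encodes a planar cell polarity protein, and Ltf, which encodes lactoferrin, is transcribed in the uterine epithelium. Each group was 1 library from a pool of 3 mice, so no difference has a replicate check, and every interval covers counting error only. The control library held 45035801 UMIs and the cKO library 57145553. After filtering, 3636 control cells had a median of 4643.5 UMIs and 1748.5 genes, and 4885 cKO cells had a median of 5867 UMIs and 2342 genes. The gene minimum changed the number of cells most: with 1000 genes in place of 500 there were 2701 cells in control and 3945 in cKO, and with 300 genes 4433 and 5888.

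**Figure D1:**
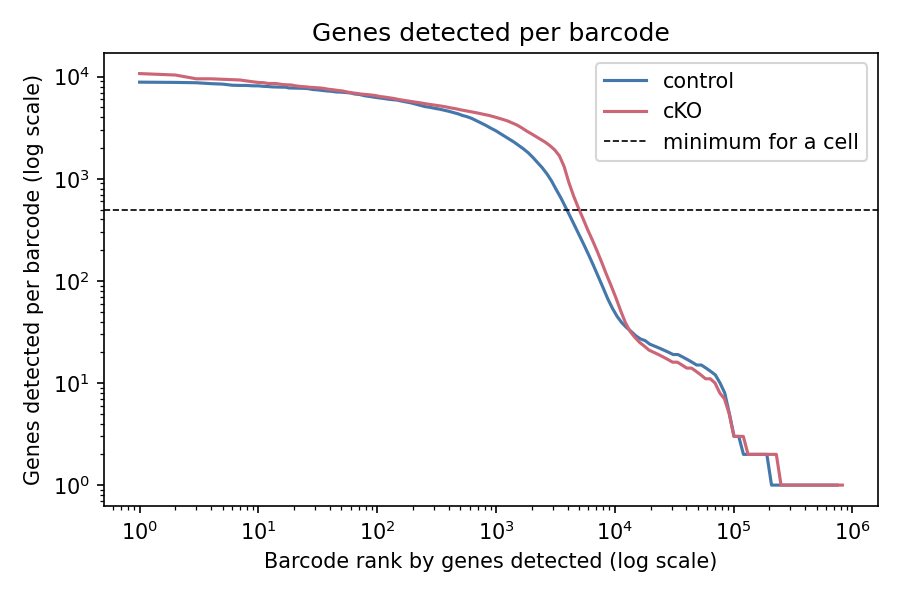
Genes detected per barcode against barcode rank, both on log scales, for the control and the cKO library, with the minimum of 500 genes for a cell as a dashed line. The curves cross the line near 3936 barcodes in control and 4996 in cKO.

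The targeted gene, Prickle1 (ENSMUSG00000036158), lies on chromosome 15 from 93499114 to 93595891 on the minus strand in GRCm38. In epithelial-like cells it had 17 UMIs in control, 0.902 CPM (95% interval 0.526 to 1.44), and 2 UMIs in cKO, 0.715 CPM (0.0866 to 2.58). The ratio of cKO to control was 0.792 (0.0888 to 3.34), and both values lay below the cell-free profile of their library, 1.55 and 5.69 CPM. A loss of the transcript in the epithelium was therefore not detectable at this depth, and counts of 3-prime ends do not show the loss of an internal exon. The genotype label of neither library could be checked from this gene. After thinning, 1 of 1310 control epithelial-like cells (0.0763%) and 0 of 63 cKO cells (allowing up to 4.76%) had a Prickle1 UMI. In macrophage-like cells, used as background, the thinned shares were 0 of 328 (up to 0.915%) and 0 of 184 (up to 1.63%). Before thinning, these cells had 0 UMIs in control and 7 in cKO, 3.53 CPM (1.42 to 7.28). This background level in cKO was above the 0.715 CPM of cKO epithelial-like cells, with overlapping intervals. Over all cells Prickle1 had 2.68 CPM in control and 8.33 CPM in cKO, a ratio of 3.11 (2.50 to 3.91). Epithelial-like cells held 18837128 of 37346501 control UMIs but 2797274 of 51478267 cKO UMIs. Being low in Prickle1, they lower the control value more, so part of this ratio reflects the makeup of the libraries.

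In stromal fibroblast-like cells Prickle1 had 43 UMIs (4.68 CPM, 3.39 to 6.31) in control and 263 UMIs (8.80 CPM, 7.77 to 9.94) in cKO, a log2 ratio of 0.91 (0.44 to 1.41). It was 0.14 when cells were averaged and 2.23 when they were thinned. The Prickle1 ratio that moved most between alternatives was that of dendritic-like cells, from 1 and 6 UMIs: it was 1.54 as reported, 2.45 when cells were averaged and -0.68 when they were thinned. Smooth muscle-like cells had 17.1 CPM in control and 14.9 CPM in cKO, with overlapping intervals. T, NK or innate lymphoid-like cells (called lymphoid-like) had 4.26 CPM (1.71 to 8.78) and 10.1 CPM (7.88 to 12.7).

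Ltf (ENSMUSG00000032496; chromosome 9, 111019271 to 111042767, plus strand, GRCm38), whose promoter drives the Cre, had 1534 CPM (1516 to 1552) in control epithelial-like cells and 212 CPM (195 to 229) in cKO, a log2 ratio of -2.86 (-2.98 to -2.74). In cKO, 24.5% of its 592 UMIs came from 1 cell. The cell-free profile held 612 CPM in control and 7.002 CPM in cKO. After thinning, 50.4% (47.6 to 53.1) of control and 4.76% (0.993 to 13.3) of cKO epithelial-like cells had a Ltf UMI, against 78.6% and 50.8% before thinning at median depths of 4293 and 20625 UMIs. In stromal fibroblast-like cells the thinned shares were 0.158% and 0.0570%, at median depths of 13180 and 15009 UMIs.

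The makeup of the suspensions was compared next. Epithelial-like cells were 1330 of the control cells, 36.6% (35.0 to 38.2), and 63 of the cKO cells, 1.29% (0.992 to 1.65), a log2 ratio of -4.83 (-5.19 to -4.47). Over the 8 alternatives this ratio ran from -4.85 to -4.65, the latter with the stricter mitochondrial limit. Stromal fibroblast-like cells made up 17.6% and 36.0%, smooth muscle-like cells 10.5% and 16.8%, and lymphoid-like cells 8.97% and 27.1%. Macrophage or monocyte-like cells made up 9.27% and 3.85%, dendritic-like cells 3.91% and 4.67%, mesothelial-like cells 2.34% and 3.25%, and lymphatic endothelial-like cells 0.798% and 1.17%. Mast-like cells made up 1.35% and 0.737%, and B or plasma-like cells 0.633% and 0.225%. Clusters left unnamed held 8.11% and 4.89%. They were cluster 8, a shallow one of 275 control and 192 cKO cells whose markers were nearest to stromal fibroblasts, and cluster 22, of 20 and 47 cells. No clusters were named pericyte or blood endothelial.

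Shares sum to a whole, so they were also computed without epithelial-like cells. The log2 ratio was then 0.96 (0.80 to 1.12) for lymphoid-like cells, 0.40 (0.29 to 0.51) for stromal fibroblast-like cells and -1.91 (-2.15 to -1.66) for macrophage or monocyte-like cells. It was 0.047 (-0.11 to 0.21) for smooth muscle-like cells, where no difference was detectable. The sign changed for mesothelial-like cells, to -0.16 (-0.53 to 0.21), for lymphatic endothelial-like cells, to -0.089 (-0.73 to 0.55), and for dendritic-like cells, to -0.38 (-0.67 to -0.087). The stromal value compares 27.7% of control with 36.5% of cKO non-epithelial cells and leaves out unnamed cluster 8. Cluster 8, nearest to stromal fibroblasts, was 11.9% and 3.98% of these cells. Counting it as stromal would bring the stromal shares close together. When each library was clustered on its own, the stromal log2 ratio over all cells was 0.13 in place of 1.03. Several clusters came almost wholly from 1 library, among them the stromal cluster 13 with 5 control and 304 cKO cells.

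**Figure D2:**
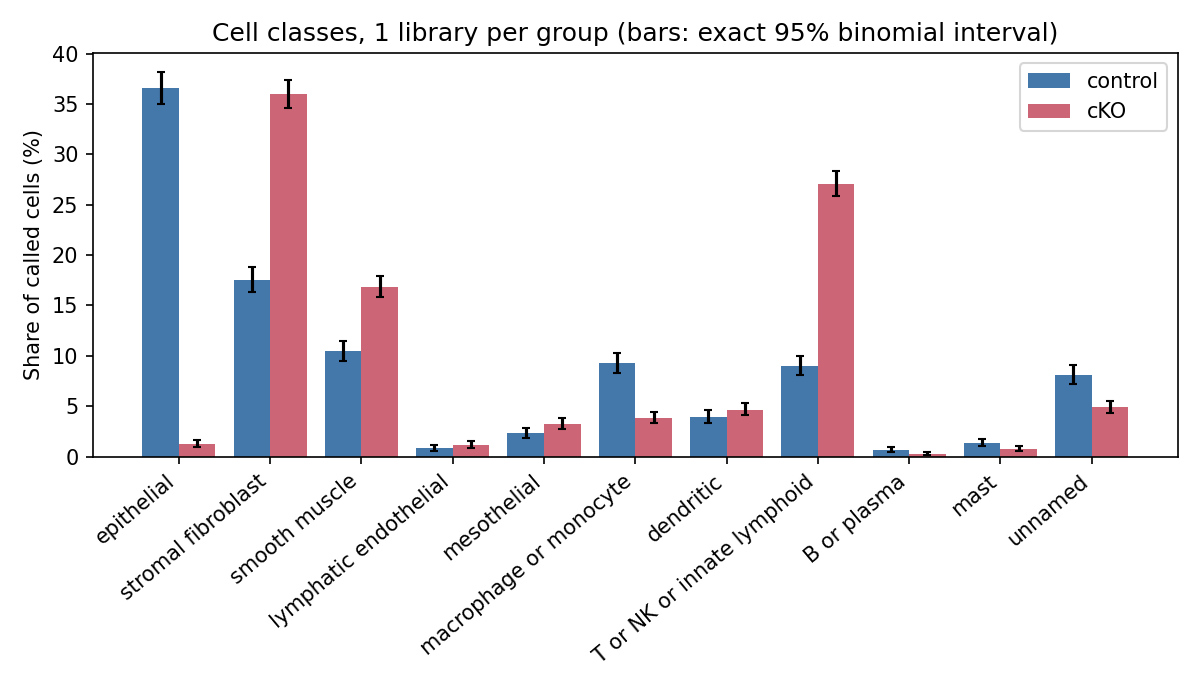
Share of called cells (%) in each class for the control and the cKO library, 1 library each, with exact 95% binomial intervals as error bars. Epithelial-like cells fill 36.6% of the control library and 1.29% of the cKO library.

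To ask whether luminal or glandular cells were affected, epithelial-like cells were clustered again. None of 12 sub-clusters met the naming rule, so no share of luminal-like, glandular-like or ciliated-like cells can be given. Sub-cluster 7, of 78 control and 13 cKO cells, was led by genes such as Pcp4, Myl9, Mylk and Tagln. These also lead the smooth muscle-like cluster 1. Sub-cluster 12, of 14 control cells and 1 cKO cell, had Il1b, Ccr7 and H2-Aa among its leading genes. Some cells counted as epithelial-like may therefore be of another type, which was not tested. The naming changed with the gene minimum: at 300 genes, 2.78% of control and 33.3% of cKO epithelial-like cells were called luminal, and at 1000 genes, 1.27% and 78.8% were called glandular. The data gave no stable value for either type.

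The epithelial-like sums compared 18837128 UMIs in control with 2797274 in cKO. In cKO, 22 cells of cluster 21 supplied 78.4% of these UMIs and 40 cells of cluster 7 supplied 21.5%. Cluster 21 was led by genes such as Krt6a, Dmkn, Sprr2e and Psca, and it supplied 12.2% of the control UMIs. Which type of epithelium it is was not tested. In control, 57.1% came from cluster 17, which held no cKO cell, so the comparison also reflects a different mix of epithelial clusters. The TMM factor was a log2 shift of 0.42, and the median log2 ratio of all genes was 0.29. The median absolute log2 ratio was 0.57 (0.56 to 0.59) over 7652 genes, and 0.73 when cells were averaged. It was 0.25 in stromal fibroblast-like, 0.30 in smooth muscle-like, 0.28 in macrophage or monocyte-like, 0.29 in dendritic-like and 0.25 in lymphoid-like cells, over other numbers of genes and at other depths.

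The 8 largest rises in epithelial-like cells, all far above the shared shift, rested on few cKO cells. Krt5 had 0.690 CPM in control and 118 CPM in cKO, a 171-fold difference (98.9 to 325), with 331 cKO UMIs in 3 cells and 82.2% of them in 1. Spink6 had 0 UMIs in control and 51 in 3 cKO cells, at least 114-fold higher. Prss29 had 1 UMI in control and 53 in cKO, all in 1 cell, a ratio of 357 (61.3 to 14359.7). Ihh had 3 and 82 UMIs, a ratio of 184 (60.8 to 911), in 8 cKO cells. Cx3cr1 had 3 and 67 UMIs, a ratio of 150.4 (49.3 to 748), with 98.5% of the cKO UMIs in 1 of 2 cells. Ccl20 was 94.3-fold higher (34.8 to 358) from 4 cKO cells, P3h3 64.3-fold (34.5 to 133) from 8 cells with 75.2% in 1, and Pinlyp 67.3-fold (31.0 to 174) from 20 cells.

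The 8 largest falls were spread over more control cells. Ifit3 had 3306 UMIs in 330 control cells (176 CPM) and 0 in cKO, at least 164-fold lower. Rsad2 fell from 421 to 3.57 CPM, 118-fold (64.0 to 246), and Cxcl10 from 318 to 3.93 CPM, 80.9-fold (45.2 to 162). Ifit3b had 1379 UMIs and 0, at least 68.3-fold lower, and Ifnb1 had 996 UMIs in 92 control cells and 0 in cKO, at least 49.3-fold lower. Rnf186 had 1887 UMIs and 1, a ratio of 280.2 (50.2 to 11073.7). Clca1 fell from 790.0 to 14.7 CPM, 53.9-fold (39.7 to 75.1), and Cited1 from 147 to 1.79 CPM, 82.3-fold (35.2 to 254). Within cluster 7 the falls of Rsad2 and Cxcl10 were smaller, with log2 ratios of -3.97 in place of -6.81 and -4.28 in place of -6.27. After thinning, the log2 ratio was -2.33 in place of -7.55 for Rnf186 and -2.17 in place of -6.23 for Cited1. It was -4.56 in place of -9.94 for Ifit3, -3.47 in place of -8.68 for Ifit3b and -2.80 in place of -8.21 for Ifnb1. Ifit3, Ifit3b and Ifnb1 had 0 cKO UMIs, so their thinned cKO value is only the pseudocount over fewer UMIs. Rnf186 and Cited1 had 1 and 5 cKO UMIs before thinning, so few could remain. The smaller ratios therefore do not show that depth explains these falls.

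**Figure D3:**
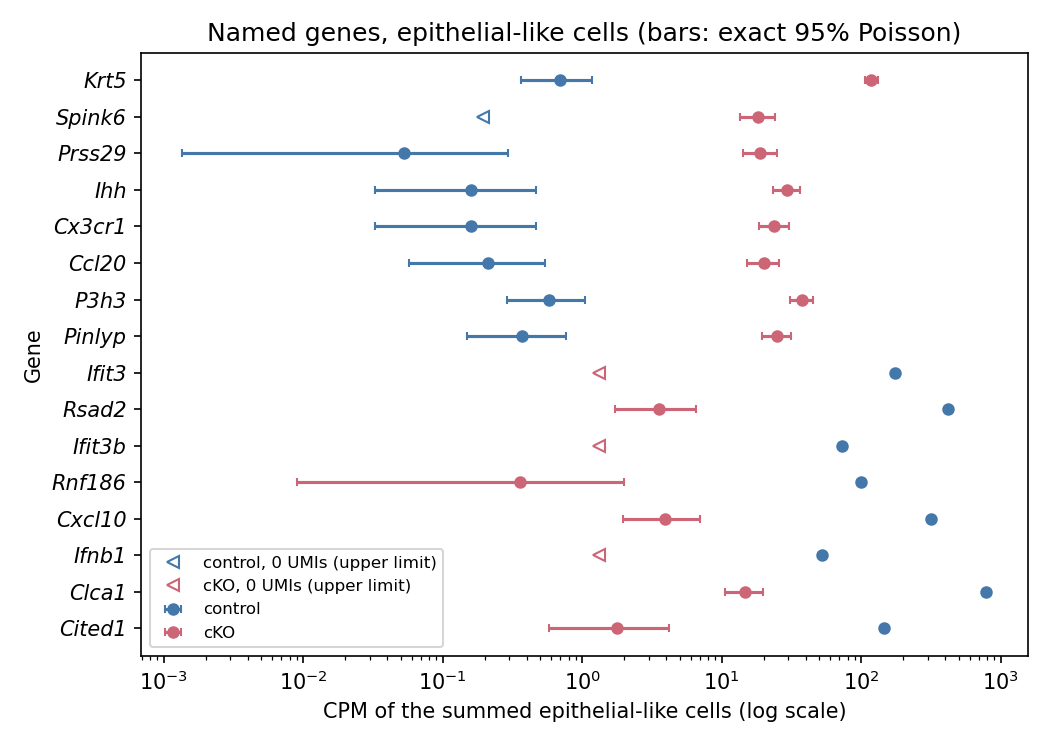
CPM (log scale) of the 16 named genes in summed epithelial-like cells of the control and the cKO library, with exact 95% Poisson intervals and open triangles for the upper limit where no UMI was counted. Krt5 stands at 0.690 CPM in control and 118 CPM in cKO, and Rsad2 at 421 and 3.57 CPM.

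Of the 11 fixed gene lists in epithelial-like cells, 5 lay outside the central 95% of random lists, which carry the same shared shift. The oestrogen-response list had a median log2 ratio of -0.66 over 16 genes (percentile 0.18), the inflammation list -0.82 over 18 genes (percentile 0) and the dissociation-stress list -0.92 over 20 genes (percentile 0). The proliferation list stood at 1.07 over 18 genes (percentile 99.9) and the progesterone-response list at 1.39 over 15 genes (percentile 100). With genes at 0 set to the floor, the inflammation median was -0.79. The stress list returned to -0.0068 after thinning and was -0.17 when cells were averaged, inside the random range both times, but stood at -0.91 within cluster 7 (percentile 0). The progesterone list was 0.69 after thinning and 0.63 within cluster 7 (percentile 90.6), also inside it. The oestrogen, proliferation and inflammation lists stayed outside under every alternative run.

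The planar cell polarity list had a median of 0.19 (percentile 20.8). Under alternatives it ran from -0.23 with TMM factors to 1.01 with cells thinned, and it was not called under any of them. The canonical Wnt list had a median of -0.057 (percentile 15.3), or 0.53 with its gene at 0 set to the floor. That gene, Sp5, had 10 UMIs in control and 0 in cKO. The floor of 3 UMIs in the smaller cKO sum places it 2.02-fold higher there, so the 0.53 reflects the floor and not a rise. The REST list had 5 countable genes and a median of -0.48 (percentile 8.98), or -0.36 with the floor. The epithelial junction and keratin list stood at -0.32 (percentile 3.37) and the gland function and receptivity list at -0.0092 (percentile 27.6). The mesenchymal list was 0.68 (percentile 82.1), and it moved most, from -0.68 within cluster 7 to 3.12 after subtraction of cell-free RNA.

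**Figure D4:**
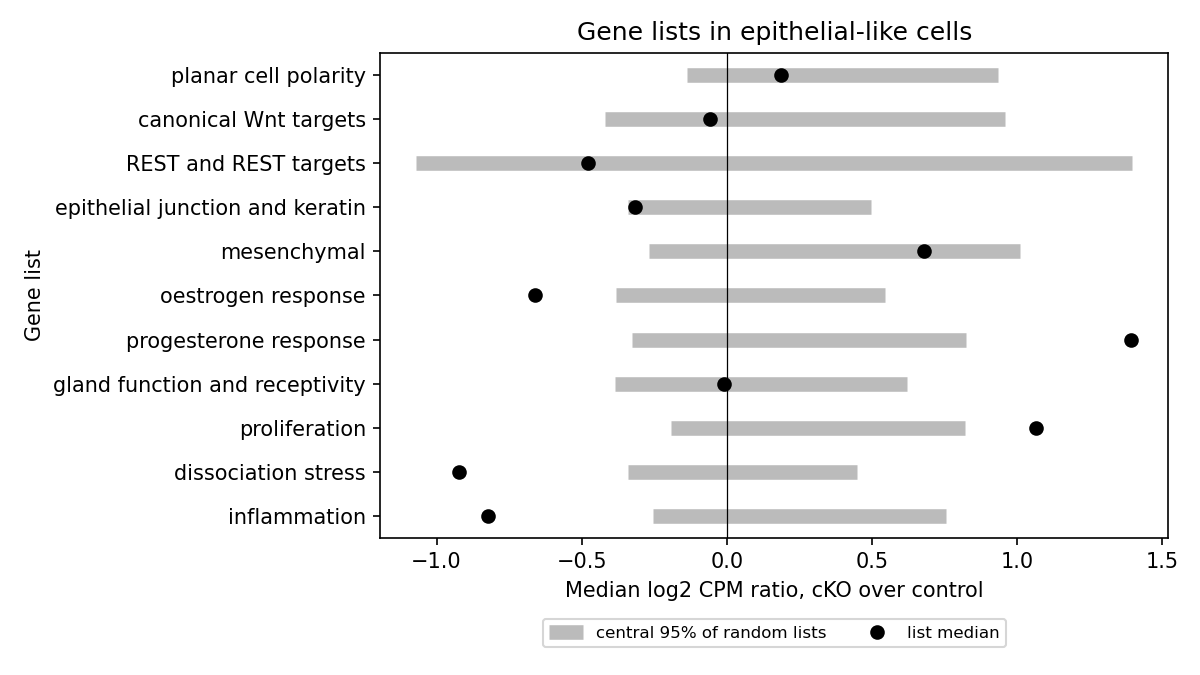
Median log2 CPM ratio, cKO over control, of the 11 fixed gene lists in epithelial-like cells (points), with the central 95% of 10000 expression-matched random lists (grey bars). The points for oestrogen response (-0.66) and inflammation (-0.82) lie left of their bars, and that for progesterone response (1.39) lies right.

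The other 5 compared classes were examined for differences outside the targeted tissue. In stromal fibroblast-like cells Wnt16 rose from 0.436 to 11.8 CPM, 27.0-fold (10.5 to 99.8), in 169 cells. Stra6 had 1 and 189 UMIs, a ratio of 58.1 (10.3 to 2306.6), and Aqp8 had 0 and 126, at least 12.9-fold higher. Myoc was 25.5-fold lower (20.2 to 32.5), Iigp1 14.0-fold (11.8 to 16.7) and Gpnmb 11.8-fold (10.1 to 13.9). Myoc and Gpnmb were among the leading genes of stromal cluster 6. That cluster held 64.9% of control and 4.04% of cKO stromal fibroblast-like cells. The stromal comparison therefore also reflects a different mix of clusters, and it was not repeated within 1 cluster. In smooth muscle-like cells Ctla2a was 16.3-fold higher (13.5 to 19.8), with 53.7% of its cKO UMIs in 1 cell. Wfikkn2 had 2 and 172 UMIs, a ratio of 42.4 (11.6 to 353), with 73.3% of the cKO UMIs in 1 cell, and Olfr655 had 0 and 63 UMIs in 2 cells, at least 10.4-fold higher. Egr1 was 4.88-fold lower (4.603 to 5.19), Atf3 4.47-fold (3.90 to 5.14) and Nr4a1 4.11-fold (3.64 to 4.65).

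In macrophage or monocyte-like cells Areg was 31.9-fold higher (13.3 to 100.04) from 11 cKO cells, but with at least 300 genes per cell its log2 ratio was 1.40 in place of 4.86. Tac1 had 0 and 59 UMIs, at least 27.0-fold higher, with 76.3% in 1 cell, and Tnfrsf11b had 1 and 75, a ratio of 103 (17.9 to 4124.6), with 66.7% in 1 cell and a log2 ratio of -0.23 with at least 300 genes. Ifit1bl1 fell from 207 UMIs to 1, a ratio of 151 (26.7 to 5977.9). Gzma fell from 152 UMIs to 1, a ratio of 111 (19.6 to 4397.1), and S100a9 was 26.5-fold lower (11.1 to 82.6), but 88.8% and 86.3% of their control UMIs lay in 1 cell. In dendritic-like cells S100g had 2 and 382 UMIs, a ratio of 92.8 (25.5 to 769), and Dio3 had 2 and 250 UMIs, a ratio of 60.7 (16.6 to 504), with 95.5% and 100% of the cKO UMIs in 1 cell. When each library was clustered on its own, the log2 ratio was 1.38 for S100a9, 1.18 for S100g and -3.95 for Dio3. Gzmc had 0 and 189 UMIs, at least 30.6-fold higher, from 11 cells. Ifit1bl1 was 294-fold lower (114 to 1082), Cmpk2 92.6-fold (46.5 to 216), and Ifit3b had 153 UMIs and 1, a ratio of 315 (55.7 to 12518.1).

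In lymphoid-like cells Rsad1 was 9.85-fold higher (4.94 to 23.0) and Ppp1r3b 3.62-fold (2.80 to 4.76), and Ttll7 had 0 and 57 UMIs, at least 4.37-fold higher. Mki67 fell from 161 to 1.12 CPM, 144-fold (72.1 to 337), Cenpf 100.1-fold (37.8 to 375), and Ube2c had 83 UMIs and 3, a ratio of 120.4 (39.8 to 596). These UMIs lay in 18, 16 and 14 of 326 control cells.

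Of the fixed lists in these 5 classes, the proliferation list was lower in lymphoid-like cells, at -1.95 (percentile 0), and the stress list lower in smooth muscle-like cells, at -0.57 (percentile 0). In stromal fibroblast-like cells the progesterone list, at 0.43 (percentile 99.97), and the inflammation list, at 0.27 (percentile 99.2), were higher. In macrophage or monocyte-like cells the mesenchymal list, at 1.11 (percentile 100), and the inflammation list, at 0.47 (percentile 100), were higher. These 6 calls held under every alternative run, but no alternative held the mix of stromal clusters fixed.

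The junction and keratin list was lower in all 5 classes, from -3.29 in macrophage or monocyte-like cells (-2.13 with genes at 0 set to the floor) to -0.86 in lymphoid-like cells. The oestrogen list was also lower in all 5, from -3.76 in dendritic-like to -0.62 in stromal fibroblast-like cells. The junction list in dendritic-like and in macrophage or monocyte-like cells and the oestrogen list in dendritic-like cells kept their calls under each alternative that gave a value. After subtraction of cell-free RNA the oestrogen list turned positive in stromal fibroblast-like, smooth muscle-like, macrophage or monocyte-like and lymphoid-like cells, and the junction list in the first, second and last of these. Other calls did not hold throughout. The proliferation list in macrophage or monocyte-like cells, 1.14 (percentile 100), was -0.25 when cells were averaged. In smooth muscle-like cells the progesterone list, 0.60 (percentile 99.8), and the inflammation list, 1.18 (percentile 100, or a median of 1.08 with the floor), fell inside the random range after thinning. So did the mesenchymal list in lymphoid-like cells, -0.97 (percentile 0), and in dendritic-like cells, -0.43 (percentile 0.15), and the stress list in lymphoid-like cells, 0.37 (percentile 99.9). With doublets kept, the mesenchymal list was -0.019 in lymphoid-like and 0.88 in dendritic-like cells. The mesenchymal list in stromal fibroblast-like cells, 0.30 (percentile 99.8), was -0.012 after thinning, and the inflammation list in dendritic-like cells, -0.24 (percentile 0.96), was 0.13 with doublets kept. The planar cell polarity list lay inside the random range in all 5 classes, with medians from -0.16 to 0.34, although with at least 1000 genes per cell it was -0.33 in smooth muscle-like cells, outside the range.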

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

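All tests in this part were chosen after the result was seen, as was the rule that picked these values: marker transcripts of a class in cell-free barcodes, which no comparison above uses, at no less than 2 times the control level and 100 CPM.

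In the cell-free profile of the cKO library, stromal fibroblast markers reached 4603 CPM against 1852 in control, a ratio of 2.49 (2.40 to 2.57). Smooth muscle markers reached 3085 CPM against 1478, lymphatic endothelial markers 491 against 206, and T, NK or innate lymphoid markers 312 against 128. Most of the lymphatic endothelial value was Pdpn, at 338 CPM in cKO and 149 CPM in control. Pdpn also made up 623 of the 934 CPM of these markers in summed cKO cells, so the lymphatic values mostly follow this gene. The other lymphatic endothelial markers were each higher in cKO as well. Carry-over from the captured cells predicts that the same markers are higher in the summed cells of the cKO library. They were, 2.15-fold for stromal fibroblast, 1.87-fold for smooth muscle, 1.93-fold for lymphatic endothelial and 1.79-fold for lymphoid markers, which is consistent with free RNA that follows the makeup of the suspension. CPM values sum to a whole, and epithelial-like cells held 18837128 of 37346501 control but 2797274 of 51478267 cKO cell UMIs. Epithelial markers also fell in the cell-free profile, from 5441 to 688 CPM. A smaller epithelial part tends to raise other markers in CPM, so their rise in cells does not by itself show carry-over. The cell-free ratios were somewhat larger than those in cells, so greater lysis of these cells may add to the free RNA. Depth is an improbable cause, since both profiles are scaled to CPM over 2578002 and 2285115 UMIs. Genotype, with 1 library per group, stays open and untested.

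B or plasma markers stood at 104 CPM in the cKO cell-free profile against 23.7 CPM in control, from 238 and 61 UMIs. They were 11.1-fold higher in the summed cKO cells as well, which is again consistent with carry-over from cells. The class itself was smaller in cKO, with 11 cells against 23, so the rise did not come from more cells of that class. Of 13387 cKO marker UMIs, 58.5% lay in B or plasma-like cells, and 27.9% lay in 1 cell named stromal fibroblast-like, which could be a doublet or a misnamed plasma cell. Without that cell the level was 188 CPM against 21.9 CPM in control, each without its leading cell. A few cells of high immunoglobulin output in 1 pool of animals cannot be separated from the genotype here.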

How the results depend on the processing

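Of the 16 alternatives, leaving epithelial-like cells out of the denominator, keeping only the epithelial cluster with the most cKO cells and the automatic doublet threshold were chosen after seeing the data. No paired analysis was possible because each group is 1 library. Of 437 values of the principal results under alternatives, 380 kept their call or stayed within the counting interval of the reported value, 44 moved beyond their counting interval, 4 lost and 6 gained a call, and 3 reversed. The 380 include sign changes of values that were not called or whose interval spans 0, such as Prickle1 in dendritic-like cells (-0.68 with cells thinned) and the REST list in epithelial-like cells (1.17 with genes of at least 1 UMI). Unless a cause is named, the cause was not tested.

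The share of epithelial-like cells kept its log2 ratio between -4.85 and -4.65 in all 8 alternatives. The oestrogen (-1.08 to -0.53), proliferation (0.65 to 2.31) and inflammation (-1.24 to -0.72) lists in epithelial-like cells kept their calls under each alternative run.

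Leaving epithelial-like cells out of the denominator shifts every other share by construction. The log2 ratio of shares became 0.96 for lymphoid-like, -1.91 for macrophage or monocyte-like, -1.51 for mast-like, 0.047 for smooth muscle-like and 0.40 for stromal fibroblast-like cells, and changed sign to -0.16 for mesothelial-like, -0.38 for dendritic-like and -0.089 for lymphatic endothelial-like cells.

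The stromal fibroblast-like share depended on clustering and filters. Its log2 ratio was 0.13 with each library clustered on its own, 0.56 with at most 10% mitochondrial UMIs, 0.53 with at least 300 genes and 0.79 with at least 1000. With at least 1000 genes the log2 ratio of shares was also 0.29 for smooth muscle-like and 0.038 for mesothelial-like cells, and reversed to 1.13 for mast-like cells, which are shallow. With at least 300 genes it was -1.54 for macrophage or monocyte-like cells. Epithelial sub-types were named only at other gene minimums: luminal at 300 genes (2.78% in control and 33.3% in cKO) and glandular at 1000 (1.27% and 78.8%).

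Prickle1 in stromal fibroblast-like cells had a log2 ratio of 0.14 with cells averaged and 2.23 with cells thinned, the latter from 1 and 13 UMIs, and in smooth muscle-like cells 1.01 with cells thinned, from 3 and 12 UMIs. The fall in UMIs is by construction. In epithelial-like cells its 17 and 2 UMIs allow no direction.

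In epithelial-like cells, the mesenchymal list was 3.12 after subtraction of cell-free RNA, 1.51 with cells averaged, 1.93 with each library clustered on its own, 1.15 with genes of at least 1 UMI and 2.17 with at least 30 UMIs, each outside the random range, and reversed to -0.68 within the 1 cluster. The stress list was -0.17 with cells averaged and -0.0068 with cells thinned, both inside the range. Within the 1 cluster, which leaves out the deepest epithelial clusters, it was -0.91 (percentile 0). The progesterone list was 0.69 with cells thinned and 0.63 within the 1 cluster, inside the range. The junction and keratin list was -0.38 with cells thinned, outside it.

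The median absolute log2 ratio moved most in epithelial-like cells, from 0.57 as reported to 0.73, and in smooth muscle-like cells, from 0.30 to 0.37. With TMM factors it was 0.24 in lymphoid-like, 0.24 in dendritic-like, 0.26 in macrophage or monocyte-like and 0.26 in stromal fibroblast-like cells. After subtraction of cell-free RNA it was 0.26 in stromal fibroblast-like cells. With cells averaged it was 0.24 in lymphoid-like, 0.73 in epithelial-like, 0.30 in macrophage or monocyte-like and 0.36 in smooth muscle-like cells. With cells thinned it was 0.27 in dendritic-like, 0.73 in epithelial-like and 0.37 in smooth muscle-like cells. With each library clustered on its own it was 0.30 in dendritic-like, 0.31 in macrophage or monocyte-like and 0.26 in stromal fibroblast-like cells. With at least 1000 genes it was 0.30 in dendritic-like, 0.55 in epithelial-like and 0.33 in smooth muscle-like cells, and with at least 300 genes 0.30 in dendritic-like and 0.30 in macrophage or monocyte-like cells. With at most 10% mitochondrial UMIs it was 0.30 in dendritic-like cells. With doublets kept it was 0.30 in dendritic-like and 0.27 in macrophage or monocyte-like cells, and with the automatic doublet threshold 0.27 in the latter.

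Of 804 values of lists in the other classes, 724 kept their call or lack of one, 17 lost and 26 gained a call, and 37 reversed. Subtraction of cell-free RNA reversed the junction list to 2.80 in lymphoid-like, 0.19 in smooth muscle-like and 2.86 in stromal fibroblast-like cells. It reversed the oestrogen list to 0.16 in lymphoid-like, 0.29 in macrophage or monocyte-like, 0.46 in smooth muscle-like and 1.00 in stromal fibroblast-like cells. Both lists hold epithelial transcripts, so these falls outside the epithelium may be free RNA of the control library. Thinning reversed the junction list to 0.56 in smooth muscle-like cells, the oestrogen list to 0.084 in lymphoid-like, 0.45 in smooth muscle-like and 0.51 in stromal fibroblast-like cells, and the mesenchymal list to -0.012 in stromal fibroblast-like cells. It also reversed the inflammation list to 0.045 in dendritic-like cells and the proliferation list to -0.23 in macrophage or monocyte-like cells. Genes of at least 30 UMIs gave 0.18 for the junction and 0.48 for the oestrogen list in smooth muscle-like cells, 0.098 for the oestrogen list in stromal fibroblast-like cells and -0.55 for the Wnt list in dendritic-like cells. Genes of at least 1 UMI gave -0.54 for the inflammation list in lymphoid-like and -0.30 for the progesterone list in dendritic-like cells.

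Averaging cells reversed the stress list to -0.10 and the inflammation list to 0.022 in dendritic-like cells, and the proliferation list to -0.25 in macrophage or monocyte-like cells. Clustering each library on its own reversed the stress list to -0.52 in dendritic-like and -0.25 in stromal fibroblast-like cells, the inflammation list to -0.53 in lymphoid-like cells and the progesterone list to -1.21 in dendritic-like cells. At least 1000 genes gave -0.37 for the stress, 0.073 for the inflammation and -0.32 for the progesterone list in dendritic-like cells, and -0.27 for the inflammation list in lymphoid-like cells. At least 300 genes gave -0.35 for the stress and -0.71 for the progesterone list in dendritic-like cells. At most 10% mitochondrial UMIs gave -0.38 for the stress and 0.048 for the inflammation list there. Doublets kept gave 0.13 for the inflammation and 0.88 for the mesenchymal list there.

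Of 638 values of named genes, 565 stayed within their interval, 70 moved and 3 reversed. With each library clustered on its own, Dio3 reversed to -3.95 in dendritic-like and S100a9 to 1.38 in macrophage or monocyte-like cells, and with at least 300 genes Tnfrsf11b reversed to -0.23 in macrophage or monocyte-like cells. Each of these rests largely on 1 cell.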

Other observations

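The tests of free RNA and of a few dominant cells for the interferon pattern were written before their results were seen. The other tests in this part, the interferon list and the choice of Gt(ROSA)26Sor came after.

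The loss of epithelial-like cells from the cKO suspension was weighed first. Removal by the filter of barcodes with at least 300 genes is excluded as the whole cause. If all 1086 such cKO barcodes that the filter left out were epithelial, the share would be 19.2%, still below 36.6% in control. Barcodes with fewer than 300 genes were not part of this bound, so removal of epithelial cells among them stays open. Lysis after the last wash would leave epithelial transcripts in the cell-free profile, but the epithelial markers there were 0.127 of the control level (688 against 5441 CPM), close to the ratio of 0.128 in cells. Lysis or loss before the washes, incomplete release from the tissue, and a true deficit of epithelium in the cKO uteri remain open and were not tested. The control library had more barcodes over the mitochondrial limit (7.19% against 0.921%), while its cells had a slightly lower median mitochondrial percent (3.11 against 3.44). With 1 library each, handling and genotype cannot be told apart.

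Lymphoid-like cells took a larger share in cKO. If this were only dilution by the control epithelium, the log2 ratio without epithelial-like cells would be near 0, and it was 0.96 (0.80 to 1.12). A difference in the animals, which may or may not stem from the genotype, and uneven recovery of cell types remain open.

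Interferon-response genes were lower in the cKO library across the compared classes. The median log2 ratio of the list was -3.97 in epithelial-like, -2.29 in stromal fibroblast-like, -1.29 in smooth muscle-like, -1.02 in macrophage or monocyte-like, -2.90 in dendritic-like and -2.63 in lymphoid-like cells, all at percentile 0. The list was assembled after such genes had appeared among the falls, so its percentile is not independent evidence. Subtraction of cell-free RNA left smooth muscle-like cells at -0.28, inside the random range, so in that class the difference may be carry-over. In dendritic-like cells of control the genes stood at a median 3.34 times the cell-free profile, with 32 of 33 above 1, which argues against free RNA there. The median cell carried more in control in 5 of the 6 classes (2990 against 909 CPM in dendritic-like cells, 0 in both libraries in smooth muscle-like cells), which argues against a few cells as the whole cause. The distribution was nonetheless skewed, with a mean of 16101 CPM and a median cell of 2715 CPM in control macrophage or monocyte-like cells. Thinning left -2.75 in dendritic-like cells, which argues against depth. Ifnb1 itself had 996 UMIs in 92 control epithelial-like cells and 0 in cKO. A candidate explanation is an interferon response in the control pool, whether from the state of 1 or more animals or from handling. The genotype stays open as well, and 1 library per group cannot decide between them.

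The oestrogen-response list was lower in cKO epithelial-like cells and the progesterone-response list higher. A different mix of epithelial clusters would bring both to the level of random lists within cluster 7, where the random medians were 0.26 and 0.24. There the oestrogen list stayed at -0.55 (percentile 0.13), against that explanation, and the progesterone list was 0.63 (percentile 90.6), inside the random range, so for it the mix and a change within cells cannot be told apart with 12 countable genes. The stage of the oestrous cycle of each pool, on which both lists depend, is not stated in the labels and could differ between the pools. It was not tested.

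Ltf in epithelial-like cells was 0.138 of the control level. A Cre inserted in the Ltf locus that removed the output of 1 allele would leave about 0.5, so that alone is too small. Since Ltf is an oestrogen-response gene, the hormonal state of the pools may contribute. Within cluster 7 the log2 ratio was -3.20, so the mix of clusters is not enough either.

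Gt(ROSA)26Sor was lower in cKO in each of the 6 compared classes, from 2.63-fold in lymphoid-like to 8.84-fold in epithelial-like cells, and its cell-free level was 21.4 against 61.3 CPM. Its log2 ratio stayed negative under each alternative run. In epithelial-like cells it was -1.31 within cluster 7 in place of -3.14, so the mix of clusters may account for part of the fall there. Thinning left -1.90 in smooth muscle-like and -1.56 in stromal fibroblast-like cells, so depth is not the whole of it in those classes. It was nearest to 0 after thinning in dendritic-like cells, at -0.68, where few UMIs remain. No biological explanation was tested.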
